# MicroRNA-184 negatively regulates corneal epithelial wound healing via targeting *CDC25A*, *CARM1*, and *LASP1*

**DOI:** 10.1186/s40662-020-00202-6

**Published:** 2020-08-01

**Authors:** Qiongjie Cao, Weiwei Xu, Weiwei Chen, Dewei Peng, Qi Liu, Jing Dong, Peter S. Reinach, Dongsheng Yan

**Keywords:** miR-184, Corneal epithelial wound healing, Proliferation, Migration, CDC25A, CARM1, LASP1

## Abstract

**Background:**

MicroRNAs (miRNAs) play critical roles in corneal development and functional homeostasis. Our previous study identified miR-184 as one of the most highly expressed miRNAs in the corneal epithelium. Even though its expression level plummeted dramatically during corneal epithelial wound healing (CEWH), its precise role in mediating corneal epithelial renewal was unresolved. The present study aimed to reveal the function and mechanism of miR-184 in regulating CEWH.

**Methods:**

Quantitative RT-PCR analysis characterized the miR-184 expression pattern during CEWH in mice. Ectopic miR-184 injection determined its effect on this process in vivo. We evaluated the effects of miR-184 and its target genes on the proliferation, cell cycle, and migration of human corneal epithelial cells (HCECs) using MTS, flow cytometry, and wound-healing assay, respectively. Bioinformatic analysis, in conjunction with gene microarray analysis and cell-based luciferase assays, pinpointed gene targets of miR-184 contributing to CEWH.

**Results:**

MiR-184 underwent marked downregulation during mouse CEWH. Ectopic miR-184 overexpression delayed this process in mice. Furthermore, miR-184 transfection into HCECs significantly inhibited cell proliferation, cell cycle progression, and cell migration. MiR-184 directly targeted *CDC25A*, *CARM1*, and *LASP1*, and downregulated their expression in HCECs. CARM1 downregulation inhibited both HCEC proliferation and migration, whereas a decrease in LASP1 gene expression only inhibited migration.

**Conclusions:**

Our results demonstrate that miR-184 inhibits corneal epithelial cell proliferation and migration via targeting *CDC25A*, *CARM1*, and *LASP1*, suggesting it acts as a negative modulator during CEWH. Therefore, identifying strategies to suppress miR-184 expression levels has the potential to promote CEWH.

## Background

Continuous epithelial renewal of the cornea is essential for maintaining tissue transparency and vision. This replacement process preserves cell to cell tight junctional integrity, which provides a protective barrier function against pathogenic infiltration into the inner tissue layers [1, 2]. In addition, the renewal process sustains a smooth optical surface needed for supporting the refractive power of the eye. Epithelial renewal is under the control of a host of cytokines regulating cell proliferation, migration, and differentiation [3–6]. Control of each of these function stems in part from their modulation of gene expression levels. If severe injury or infection disrupts this renewal process, pathogenic infiltration into the stroma can occur and disrupt its organization and makeup. Such changes can lead to tissue swelling and opacification, followed by losses in visual acuity [7]. In order to improve the treatment of sight compromised by epithelial wounds in a clinical setting, numerous studies are underway to clarify how these mediators modulate gene expression during wound healing [8, 9]. Through these endeavors, it may be possible to identify novel drug targets for reducing the risk of corneal infection and complications, possibly requiring transplantation surgery.

MicroRNAs (miRNAs) are small non-coding, single-stranded RNAs that are about 22 nucleotides in length, and they act as repressors of gene expression. They regulate in a sequence-specific manner gene expression via base pair binding to the 3′-untranslated region (3′-UTR) or 5′-UTR of target mRNAs. The extent of nucleotide base complementarity between a miRNA and an mRNA target determines whether such interaction leads to mRNA degradation or translation termination [10]. In the corneal epithelium, miRNAs control the expression of gene products that in turn affect lineage specification, cell migration, neovascularization, and proliferation along with cell survival and differentiation as well as glycogen storage [11]. One approach to delineating how miRNAs elicit control of the responses underlying epithelial wound healing is to associate differences in their expression patterns with functional activity.

Despite the involvement of an abundant number of different types of miRNAs in corneal epithelial renewal, miR-184 attracted our attention because it is the most abundant miRNA in this tissue [12]. Furthermore, it is selectively enriched in the mouse lens epithelium, human retinal pigment epithelial cells, and zebrafish lens epithelium [13–16]. It was first shown to act as an antagomir of miR-205 expression in corneal epithelial cells [17]. More recently, other studies demonstrated an involvement for miR-184 in controlling lineage specification, severe keratoconus and cataract formation, as well as corneal angiostasis and glycogen storage. Its suppression of angiogenesis stems from its inhibition of the AKT and VEGF signaling pathway axes [11].

We previously identified 600 candidate miRNAs whose expression levels are affected by injury. It is interesting that only miR-204 and miR-184 were dramatically downregulated more than 200-fold in the proliferating corneal epithelial cells that were positioned behind the leading edge of a wound [12]. However, the association between declines in miR-184 expression and increases in corneal epithelial cell proliferation is somewhat controversial because it was reported that changes in miR-184 levels were unrelated to S-phase progression in the cell cycle [18]. Nevertheless, there are other reports suggesting an involvement for changes in miR-184 in mediating control of responses underlying corneal epithelial cell renewal [19]. Interestingly, miR-184 is uniformly distributed across the basal epithelial cells and immediate suprabasal cells in the unwounded murine cornea, but it is completely absent from the peripheral proliferating limbal cells and adjoining conjunctival epithelium as well as all other ocular tissues. As with miR-184, miR-204 expression levels are downregulated in the proliferating cells located behind the quiescent migrating cells at the leading edge of a wound [18]. The higher expression level of miR-204 in the less proliferative epithelial cells agrees with the fact that miR-204 can lead to cell cycle arrest and inhibition of corneal epithelial cell proliferation [12]. Despite the aforementioned results suggesting that miR-184 is an essential regulator of corneal epithelial functions, neither the precise function nor its gene targets mediating control of corneal epithelial wound healing (CEWH) are known.

We describe here the effects of miR-184 on cell proliferation and migration in mouse CEWH and human corneal epithelial cell (HCEC) models. Microarray and bioinformatic analysis identified a cohort of potential gene targets whose modulation affects responses underlying corneal epithelial renewal. Three of the miR-184 targets that could provide a means for improved therapeutic control of epithelial wound healing are *CDC25A*, *CARM1*, also known as *PRMT4* (PRMT, Protein Arginine Methyl Transferase), and *LASP1*. This study also shows that miR-184 can serve as a biomarker during CEWH and a potential drug target in promoting this process.

## Methods

### In vivo corneal epithelial wound healing model

Eight-week-old C57BL/6 mice were purchased from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) and maintained in a climate-controlled environment with a 12-h day/night cycle. Mice had ad libitum access to food and water. All animal experiments were carried out in strict accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. The study was approved by the Laboratory Animal Ethics Committee of Wenzhou Medical University (ID Number: wydw2019–0385). Intraperitoneal injections of ketamine 87 mg/kg and xylazine 13 mg/kg body weight were used to anesthetize the mice prior to the procedure. An equal number of male and female mice were included. Next, thirty mice eyes were locally anesthetized with a drop of proparacaine hydrochloride eye drops (Alcon, Inc., Puurs, Belgium). The entire thickness of the corneal epithelium was removed up to the corneal/limbal border using a 0.5-mm corneal rust ring remover (AlgerBrush II, The Alger Company, Inc., Lago Vista, TX, USA). Erythromycin eye ointment was applied to the wounded eyes immediately after scraping to prevent bacterial infection. Healing continued until approximately 10% of the wounded area remained, which took about 48 h. At various time points, the whole corneal epithelia from both the contralateral uninjured and injured corneas were collected for RNA extraction.

### Intrastromal MiR-184 ectopic transfection in wound healing assay

Prior to performing the aforementioned wound healing procedure, sixteen C57BL/6 mice were anesthetized, and the eyes were made accessible for intra-stromal injection. A 33-gauge needle that was attached to a 5 μL syringe (Hamilton, Bonaduz, Switzerland) was inserted into the corneal stroma underlying the limbal area. Next, 1 μL (100 μM) miR-184 mimic (Cat#: 4464066; Thermo Fisher Scientific, Waltham, MA, USA), 0.1 μL 100 g/ml polyethyleneimine (PEI, The Polyplus transfection company, NY, USA) and 2 μL 10% glucose solution were injected. The fellow eye provided a negative control (NC) because it was injected instead with an irrelevant oligonucleotide (Cat#: 4464058; Thermo Fisher Scientific). Six hours post-injection, epithelial scraping was performed as previously described. At 0 and 24 h after the scraping, sodium fluorescein was used to stain the wound area. The area of epithelial defect was imaged with a Leica MZ7.5 microscope and measured by ImageJ software (1.46r; Wayne Rasband, National Institutes of Health, Bethesda, MD, USA). The measurements were conducted by two independent observers and averaged within each group. The percentage of wound closure (%) was evaluated by normalizing the healing area to the initial wound area at 0 h.

### Cell culture and transfection

The SV40-immortalized HCECs (gift from Araki Sasaki Kagoshima, Miyata Eye Clinic, Kagoshima, Japan) were kept in DMEM/F12 medium (Thermo Fisher Scientific) that was supplemented with 10% fetal bovine serum (Thermo Fisher Scientific), 10 ng/mL insulin (Sigma-Aldrich, St. Louis, MO, USA), and 10 ng/mL epidermal growth factor (EGF, Sigma) in a humidified incubator at 37 °C with 5% CO_2_. HEK-293 cells were grown in DMEM supplemented with 10% fetal bovine serum under the same conditions. HCECs were seeded onto 6-, 24-, or 96-well plates (Corning, Inc., Corning, NY, USA) 1 day before the transfections were performed. Cells were transfected with either 50 nM miR-184 mimic for miR-184 overexpression, or a NC, using a transfection reagent (Lipofectamine RNAiMAX; Thermo Fisher Scientific). For CARM1 or LASP1 knockdown, cells were transfected with either 50 nM siRNA against CARM1 or LASP1 or a NC. Synthetic siRNAs were purchased from Sigma-Aldrich (Supplementary Table S1).

### Quantitative RT-PCR (RT-qPCR)

Total RNA was extracted by the Trizol Reagent (Thermo Fisher Scientific) and its integrity was measured by NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific). Quantitative RT-PCR was used to evaluate the miR-184 expression levels with a TaqMan MicroRNA Assay (Applied Biosystems, Foster City, CA, USA) on a real-time PCR system (7500 Fast Real-Time PCR System; Applied Biosystems). Small nuclear U6 snRNA expression was used to normalize the relative expression of miR-184. For mRNAs, 1 μg of total RNA was used for cDNA synthesis with a Reverse Transcription System (Promega, Madison, WI, USA). Diluted cDNA was then employed as a standard for quantitative RT-PCR, which was performed with SYBR Green PCR Master Mix (Thermo Fisher Scientific). mRNA expression was normalized to the level of glyceraldehyde-3-phosphate dehydrogenase (GAPDH). All the experiments were performed in triplicates.

### Cell proliferation and flow Cytometric assay

Forty-eight hours after transfection, cell proliferation was assessed with an assay kit (CellTiter 96 Aqueous; Promega) according to the manufacturer’s instructions. HCECs cultured in 6-well plates were stained with propidium iodide (PI) using the Cycle Test Plus DNA Reagent Kit (Becton Dickinson, San Jose, CA, USA) for flow cytometric analysis. The cells were then analyzed for DNA content with flow cytometry (FACS Caliber; Becton Dickinson). All the experiments were performed in triplicates.

### In vitro scratch wound assay

HCECs at approximately 60% confluence were transfected with miR-184 or NC. The cell layers were scratched using a pipette tip after 24 h and were then cultured in fresh serum-free medium. After culture, the cell-free area was measured and normalized based on photographs taken immediately after scraping, at 0 h, and again at 24 h (Imager Z1; Zeiss, Jena, Germany) using Image J software. All the experiments were performed in triplicates.

### Luciferase reporter assays

Luciferase gene reporter assay was used to validate potential miR-184 target identity. *CDC25A*, *CARM1*, and *LASP1* 3′-UTRs and their mutant 3′-UTRs were amplified from human cDNA with PCR using specific primer pairs. Seed regions were mutated from UCCGUCC to AGGCAGG, removing all complementarity to 7 nucleotides of miR-184 by using the QuickchangeXL Mutagenesis Kit (Stratagene, La Jolla, CA, USA). Mutant and WT inserts were confirmed with sequencing. They were inserted into the pMIR-REPORT vector (Thermo Fisher Scientific), downstream from the stop codon of the luciferase gene. The constructs were co-transfected into HEK-293 cells with 50 nM miR-184 mimic or NC using Lipofectamine 2000 reagent (Thermo Fisher Scientific). The relative luciferase activities were detected 24 h after transfection with the Dual Luciferase Reporter System (Promega). All assays were performed in triplicates.

### Western blot analysis

Total protein extracts were collected at 48 h after transfection and processed using standard procedures for Western Blot analysis. The expression levels of CDC25A, CARM1, and LASP1 protein in the cell lysates were quantified using primary antibodies (anti-CDC25A, anti-CARM1; Cell Signaling Technology, Beverly, MA, USA; anti-LASP1; Abcam, Cambridge, UK) with 1:1000 dilution. The endogenous control for normalization was done with an anti-GAPDH antibody (1:1000 dilution; Cell Signaling Technology). The protein bands were quantified with the Image J software. All the experiments were performed in triplicates.

### Microarray and data analyses

We used a Human Transcriptome Array 2.0 (Affymetrix, California, USA) for profiling differential gene expression in 500 ng total RNA extracted from HCECs 48 h after transfection with miR-184 mimic or NC, according to the user manuals. We used the Affymetrix® Command Console Software (Affymetrix) to analyze the microarray data with default settings. Raw microarray data were normalized with Expression Console (Affymetrix) following the quality assessment procedure. The microarray data met the MIAME criteria and have been stored in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO). Data can be accessed through http://www.ncbi.nlm.nih.gov/geo (accession number: GSE148289). To analyze the functions of the predicted target genes of miR-184, we exported these predicted genes from TargetScanHuman 7.1 (Whitehead Institute for Biomedical Research, USA). Functional enrichment analysis of the predicted target genes of miR-184 was conducted using the Gene Ontology (GO) Database (http://www.geneontology.org/).

### Statistical analysis

The means and SEM were processed using SPSS 17.0 statistical software (IBM, NY, USA). Data analysis was performed with a two-tailed Student’s *t*-test. *P*-values < 0.05 were considered as statistically significant. Asterisks (*), (**) and (***) indicate *P* < 0.05, *P* < 0.01 and *P* < 0.001.

## Results

### MiR-184 Downregulation during murine corneal epithelial wound healing

We previously found that only miR-204 and miR-184 were dramatically downregulated over 200-fold during the mouse CEWH process using NanoString nCounter technology [12]. To confirm the changes of miR-184 expression during CEWH, we first determined the miR-184 levels at 48 h after corneal epithelial wounding. RT-qPCR analysis confirmed that the miR-184 expression levels underwent such a substantial decline in murine corneal epithelia relative to that in control uninjured corneas (Fig. 1a). As shown in Fig. 1b, the miR-184 expression levels were remarkably decreased at 24 h after injury and reached a minimum at 48 h. Subsequently, miR-184 expression gradually increased at 96 h to reach the baseline level at 30 days.

**Fig. 1:**
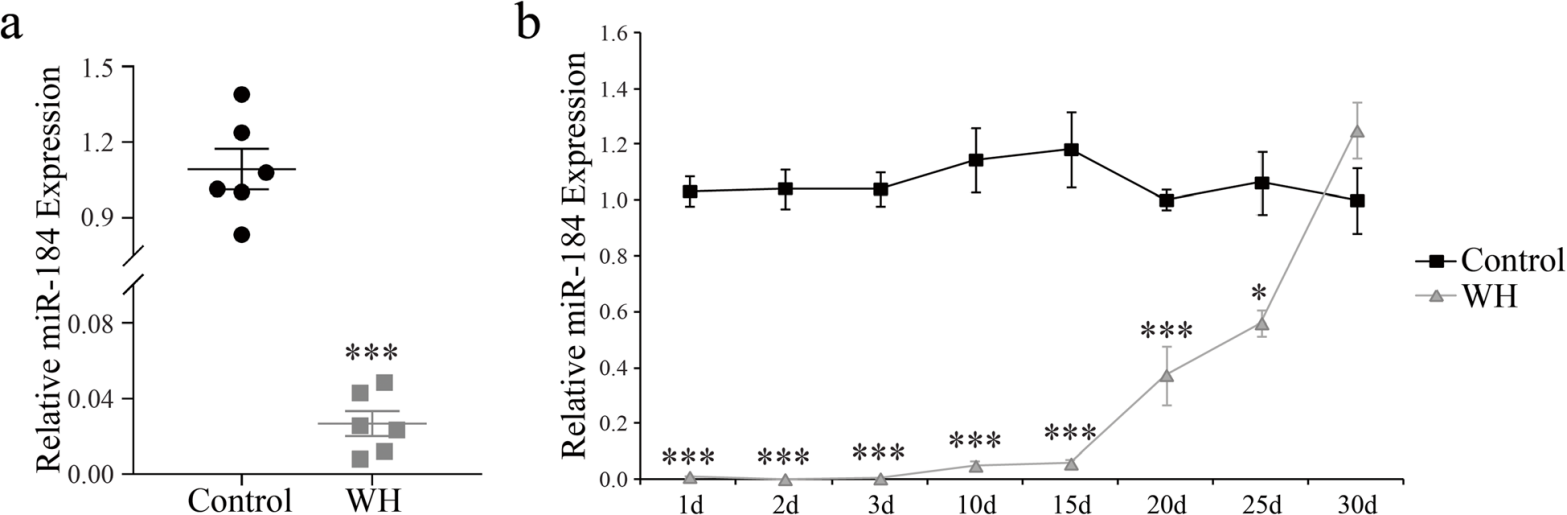
Dramatic miR-184 decline during mouse corneal epithelial wound healing process. **a** Murine corneal epithelia were scratch wounded and collected at 48 h after scraping for analysis. This group was designated as the “wound healing” (WH) group, and the contralateral eye, which was uninjured, was designated as the “Control” group. MiR-184 expression levels were examined with RT-qPCR, and U6 snRNA was used as an internal control (*n* = 6/group). **b** Quantification of miR-184 expression levels in murine corneal epithelia collected at various time points of the wound healing process (*n* = 3/group)

### Restoration of miR-184 delays corneal epithelial wound healing in vivo

To ascertain that such a decline of miR-184 is requisite for CEWH, we determined if miR-184 ectopic expression would delay the wound healing response. MiR-184 mimic was injected into the stroma underlying the limbal area of mice prior to performing the aforementioned wound healing procedure. To visualize the wound healing time dependence, we photographed the sodium fluorescein stained eyes and measured the remaining unhealed areas. MiR-184 gain of function reduced migratory activity relative to the fellow eye treated instead with its irrelevant NC (Fig. 2a). After 24 h, the mean percentage of the healed area was 57.7% in the miR-184 transfected group, which was significantly smaller than the 82.0% in the NC group (*n* = 16, Fig. 2b). This difference suggests that miR-184 upregulation slows the CEWH process. To confirm this notion, we then harvested the scraped corneal epithelium with a corneal rust ring remover and determined the miR-184 expression levels by RT-qPCR analysis. Indeed, this difference in the percentage of wound closure was associated with a much higher miR-184 expression level in the miR-184 transfected tissue than that in the fellow eyes transfected instead with the NC (*n* = 16, Fig. 2c).

**Fig. 2:**
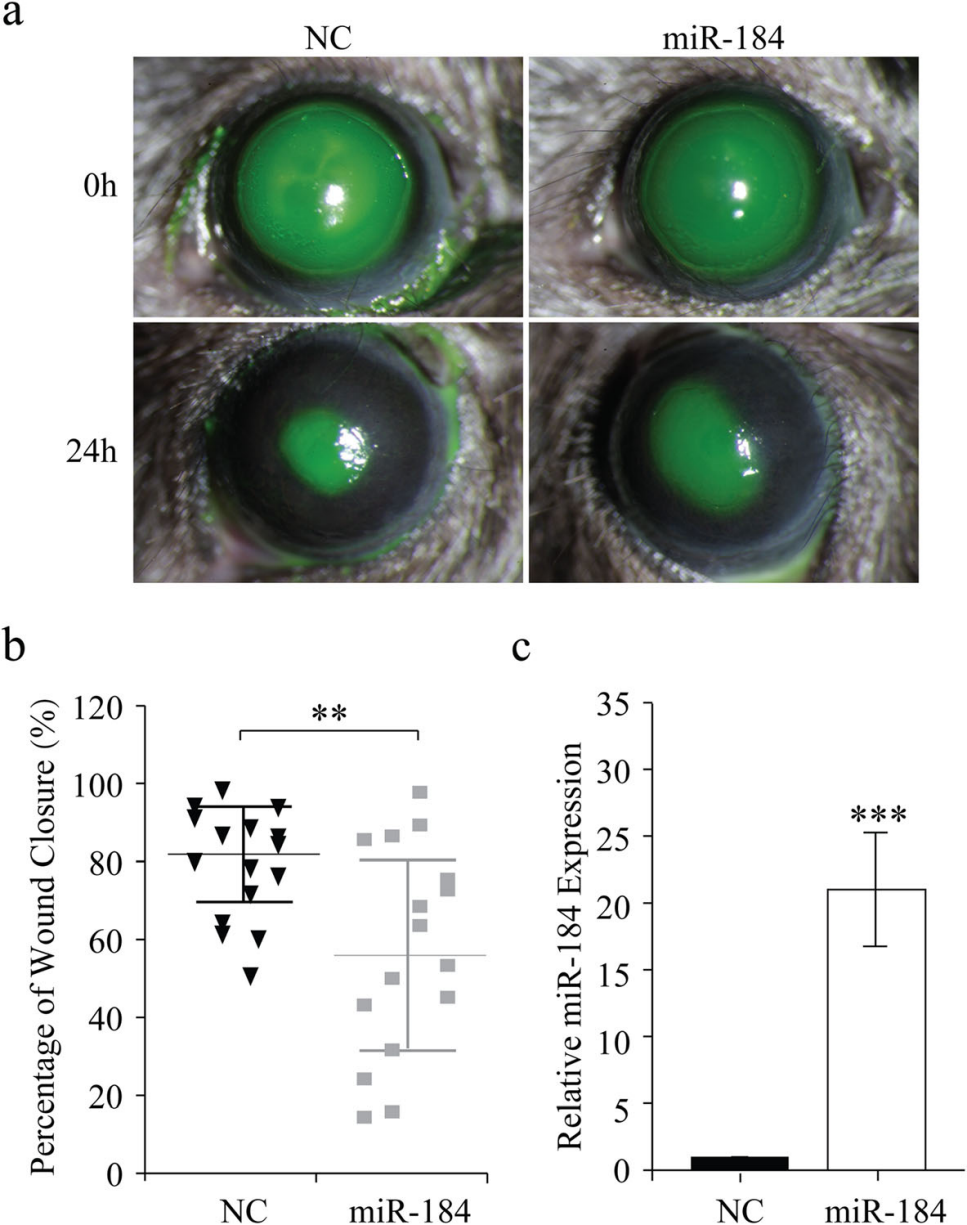
Ectopic miR-184 transfection delays corneal epithelial wound healing. **a** C57BL/6 J mice were injected in the stromal periphery beneath the limbus with miR-184, PEI, and 10% glucose solution. In the fellow eye, the injection contained the negative control (NC). Epithelial scraping was performed 6 h post-injection and epithelial wound areas were observed by staining with sodium fluorescein after 24 h. Wound edges are demarcated in white. **b** The percentage of wound closure (%) was evaluated by normalizing the healing area to the initial wound area at 0 h (*n* = 16/group). **c** RT-qPCR analysis evaluated miR-184 expression level in each murine eye (*n* = 16/group)

### Ectopic miR-184 represses human corneal epithelial cell proliferation and migration

Wound healing rates mainly depend on changes in cell proliferation and migration. The effects of ectopic miR-184 expression on these responses in HCECs were determined. The MTS assay was applied after 48 h to determine the effects of HCEC transfection with either a miR-184 mimic or NC on cell proliferation. MiR-184 transfection significantly inhibited proliferation compared with that in control (Fig. 3a). Consistent with this decline, the distribution pattern of HCEC in three cell cycle phases was changed. In the NC transfected cells, their percentage in the G2/M phase was 24.5%, whereas it increased to 43.6% in miR-184 transfected cells (Fig. 3b). The scratch-wound assay was carried out on serum-starved HCECs to assess whether miR-184 upregulation also inhibits HCEC wound closure by suppressing cell migration. MiR-184 transfected cells migrated slower than NC transfected cells within 24 h of wounding since the cultures of miR-184 transfected HCECs had larger wound areas (Fig. 3c-d). This agreement between the effects of miR-184 gain of function in vivo and in vitro on wound healing confirms that its downregulation is requisite for promoting cell proliferation and migration during this process.

**Fig. 3:**
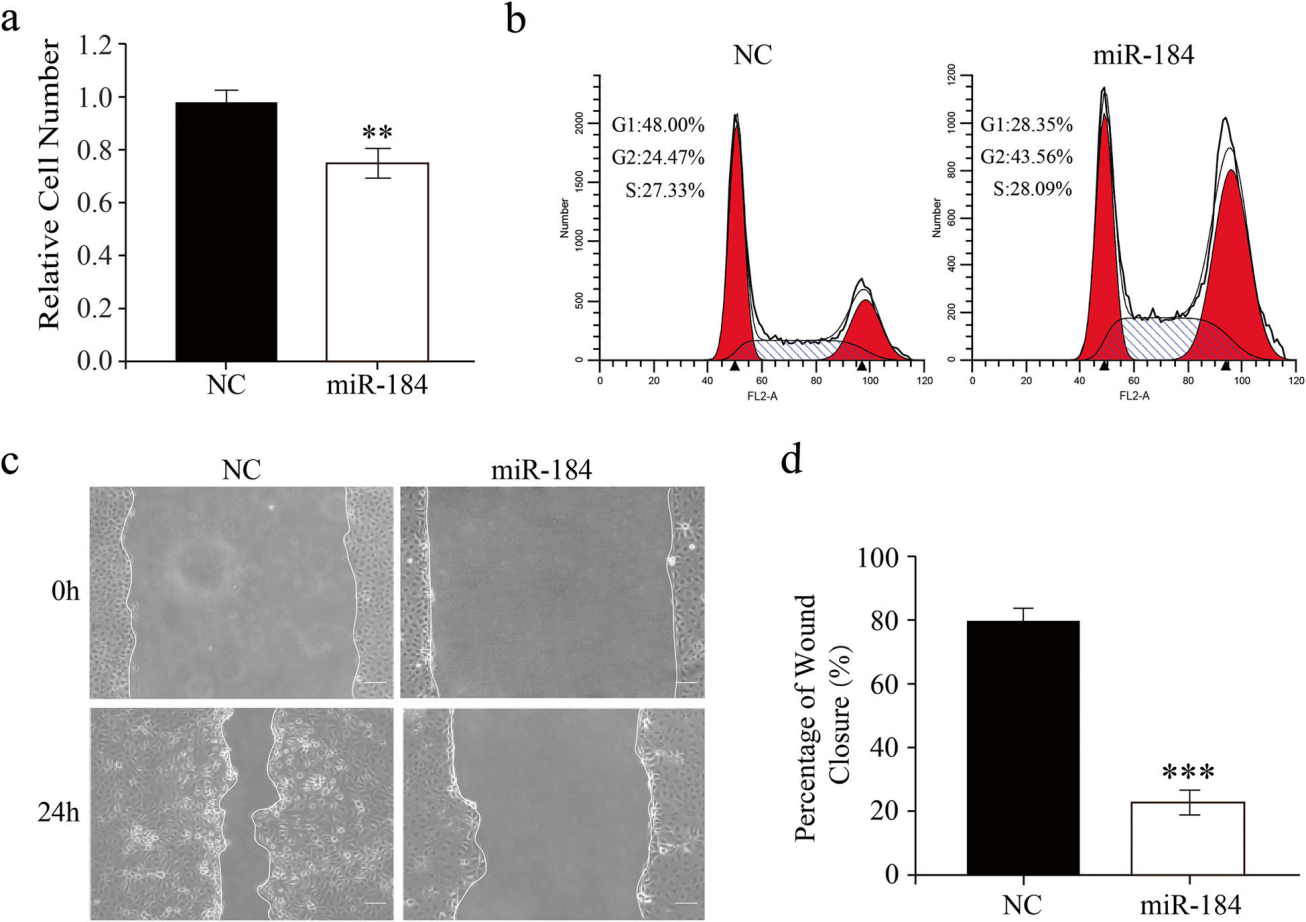
Ectopic miR-184 transfection suppresses human corneal epithelial cell (HCEC) proliferation and migration. **a.** MTS cell proliferation assay was performed at 48 h after transfection with either a miR-184 mimic or negative control (NC). The miR-184 transfected cell number was significantly decreased as compared with the NC (*n* = 3/group). **b.** G2/M phase arrest in the HCEC cell cycle was induced by ectopic miR-184 transfection. HCECs gathered at 48 h after transfection were then stained with PI and analyzed with flow cytometry. **c.** miR-184 transfection reduced HCEC migration. HCECs were transfected with miR-184 or NC for 24 h, and scratches were then made in the HCEC cultures to perform the wound-healing assay. Following culturing for either 0 or 24 h in serum-free DMEM/F12, representative photos of the scratched regions were taken by phase-contrast microscopy. **d.** The percentage of wound closure (%) was quantified by normalizing the healing area to the initial wound area (*n* = 3/group)

### MiR-184 targets *CARM1*, *LASP1*, and *CDC25A*

To gain insight into the underlying mechanisms of miR-184 modulation of corneal epithelial cell proliferation and migration, we probed for its gene targets. Microarray analysis and cell-based gene reporter luciferase assays were performed in parallel. HCECs transfected with miR-184 or NC for 48 h were harvested and a gene microarray evaluated transcriptome expression patterns. 

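HCECs are human corneal epithelial cells immortalized with the SV40 large T antigen. The deposited values cover 1 array of HCECs transfected with 50 nM miR-184 mimic, a synthetic double-stranded RNA that supplies the mature miR-184, and 1 array of HCECs transfected with NC at the same dose, both at 48 h. With 1 array per condition there was no replicate spread, so differences between the arrays carry no error, no *P*-value is given, and a difference between the 2 cultures cannot be separated from an effect of miR-184. The paper describes the Affymetrix Human Transcriptome Array 2.0, summarised and normalized with Expression Console, and the feature identifiers are those of that array. The sample labels instead describe Cy3 labelling with an Agilent kit, and the submitters' processing notes name Agilent Feature Extraction 9.1. The values are log2 signals per transcript cluster (feature), with a median of 3.68 in the miR-184 array and 3.61 in the NC array over 65854 features, and a maximum of 19.93 in both. The Pearson correlation between the 2 arrays across features was 0.989. A gene symbol was assigned to 23730 features with exactly 1 symbol in the platform annotation, which gave 22368 genes. Another 1539 features carried several symbols and 40585 were not listed, and none of these was named from the annotation. For the 520 genes with more than 1 feature, the feature with the highest mean signal was used. The values were used as deposited, without another normalization or a filter on low signals, and a difference is the log2 signal in the miR-184 array minus that in the NC array. Its median over all genes was 0.04. Its SD across genes was 0.20 below the median signal of all genes and 0.46 at or above it. The array's feature for the miR-184 precursor gene *MIR184* read 3.58 in the miR-184 array and 3.47 in the NC array, which does not check the transfection, since a mimic adds no precursor.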

Ectopic miR-184 expression resulted in numerous genes undergoing either upregulation or downregulation (refer to GSE148289). 

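In the miR-184 array 837 genes were at least 1.5 times higher and 933 at least 1.5 times lower than in the NC array, of 22368 genes. Which of the counts was larger depended on the scaling of the arrays, as 911 were higher and 867 lower after quantile normalization. The largest rise was that of *NT5E*, which encodes the ecto-enzyme CD73 that makes adenosine from AMP, at 12.77 against 8.88 on the log2 scale (14.8 times). *ANKRD1*, a nuclear ankyrin repeat protein, was 7.09 times higher, *SERPINA3*, a secreted protease inhibitor, 5.35 times, and *GANAB*, the catalytic subunit of glucosidase II, 5.27 times. *MICAL2*, an actin-oxidizing enzyme, was 6.21 times higher on its brightest feature, with a difference of 1.90 when its features were averaged.
Gene lists fixed before the deposited values were examined, but after Supplementary Table S2 had been seen, showed groups of genes whose medians were shifted to one side, with members on both sides of 0. The medians of 17 of the 29 lists lay inside the range of random lists described below. The lists given here are from the others. Of 33 measured interferon-stimulated genes, 17 were at least 1.5 times lower and none was higher by that much, with a median difference of -0.58. They included *SAMHD1* (-2.46), *BST2* (-1.98), *IFI6* (-1.97) and *OAS2* (-1.83). *SAMHD1* and *BST2* are in Supplementary Table S2, whose genes were chosen on these arrays for being lower. Of the other 31 interferon-stimulated genes 15 were lower (median -0.56). Among 21 genes of NF-kB and inflammatory cytokines 7 were lower and none higher (median -0.24). The chemokine *CCL2*, *TNFAIP2* (-2.05), *IL6* (-1.73) and *NFKBIA* (-1.42) had the largest falls. *TNFAIP2* is in Supplementary Table S2 too, and the other 20 genes had a median of -0.22. *MDM2*, the ubiquitin ligase of p53, and *ZMAT3* (-1.42) led 5 lower genes among 21 p53 targets (median -0.37). Of 38 genes of S phase and replication 6 were lower and none higher (median -0.30), including *TYMS* (-1.38), which makes thymidylate for DNA synthesis, and the replication helicase subunit *MCM5* (-0.83). Genes of G2/M phase went the other way, with 7 of 53 higher and none lower (median 0.15). The centromere motor *CENPE* (1.26), *KIF20B* (1.03) and *CKAP2L* (0.98) were highest. Of the 53 genes 37 lay above 0 and 16 below, the latter including *PLK1* (-0.34) and *CCNB1* (-0.06). Of 27 cyclins, CDKs and CDK inhibitors (median -0.30) 8 were lower, such as *CDKN2B* (-1.77) and *CCND1* (-1.28), and 1 was higher, *CDK6* (1.42). Of 24 genes of epithelial migration and matrix 9 were higher and 1 lower (median 0.30), with the integrins *ITGA2* (1.51) and *ITGA6* (1.39), the EGF receptor ligand *HBEGF* (2.83 times) and the hyaluronan receptor *CD44* (1.24) highest. Of 18 genes of cholesterol synthesis 3 were higher and none lower (median 0.24), *MVD* (0.74), *INSIG1* (0.73) and *SQLE* (0.59), the last of which did not pass when the differences were centred on their median.
Each of these medians lay outside the central 95% of the medians of 10000 random lists of the same size matched on mean signal, which describes these 2 arrays and is not a test of the conditions. Genes of TGF-beta and BMP signaling also lay outside that range (median -0.19, 4 of 21 lower and 3 higher), but not among genes at or above the median signal (median -0.13). Of 35 genes of Wnt signaling 5 were lower, among them *DKK1* (-2.12) and *WNT5A* (-1.58), and 1 higher. Their median of -0.15, outside the range, rests on 3 members that Supplementary Table S2 holds and that were chosen on these arrays for being lower, since the other 32 had a median of -0.034, inside it. Of the genes with a signal below the median of all genes, 64 were lower and 138 higher by 1.5 times.

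**Figure D1:**
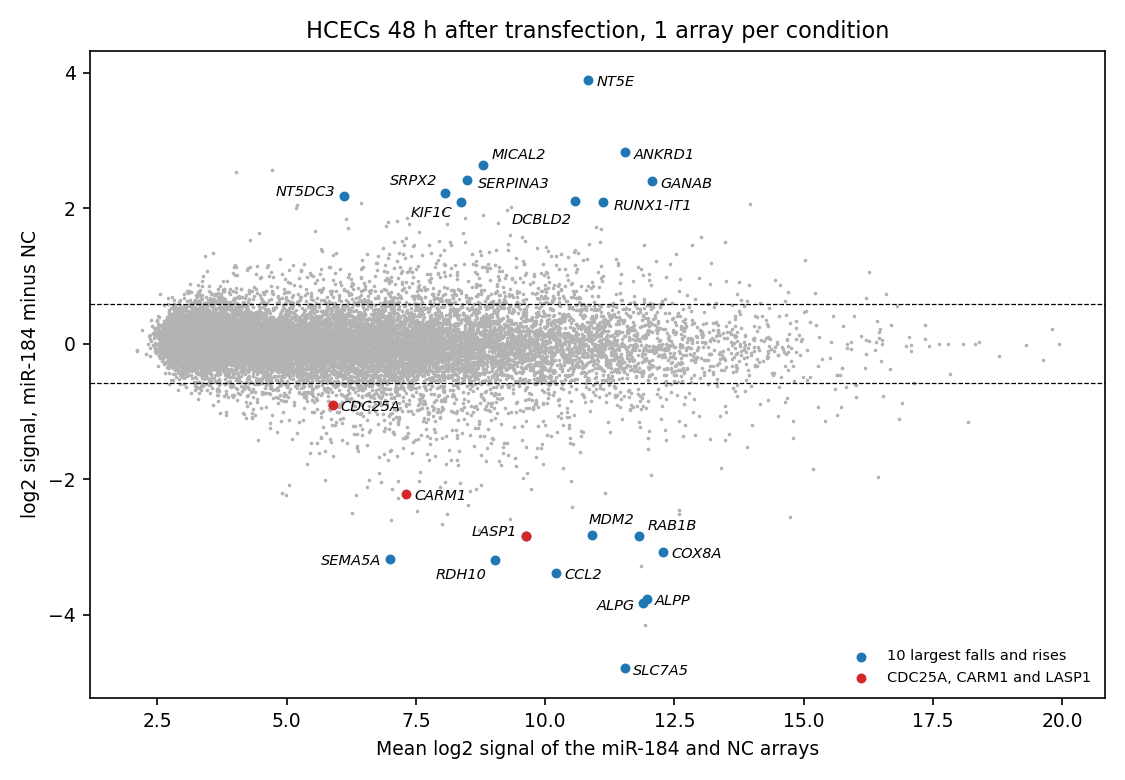
Difference in log2 signal (miR-184 minus NC) of 22368 genes, each a grey point, against the mean log2 signal of the 2 arrays. Dashed lines mark 1.5 times lower and higher, blue points are the 10 largest falls and the 10 largest rises named by rule, and red points are *CDC25A*, *CARM1* and *LASP1*, of which *LASP1* also belongs to the 10 largest falls; differences run from -4.79 for *SLC7A5* to 3.89 for *NT5E*.

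**Figure D2:**
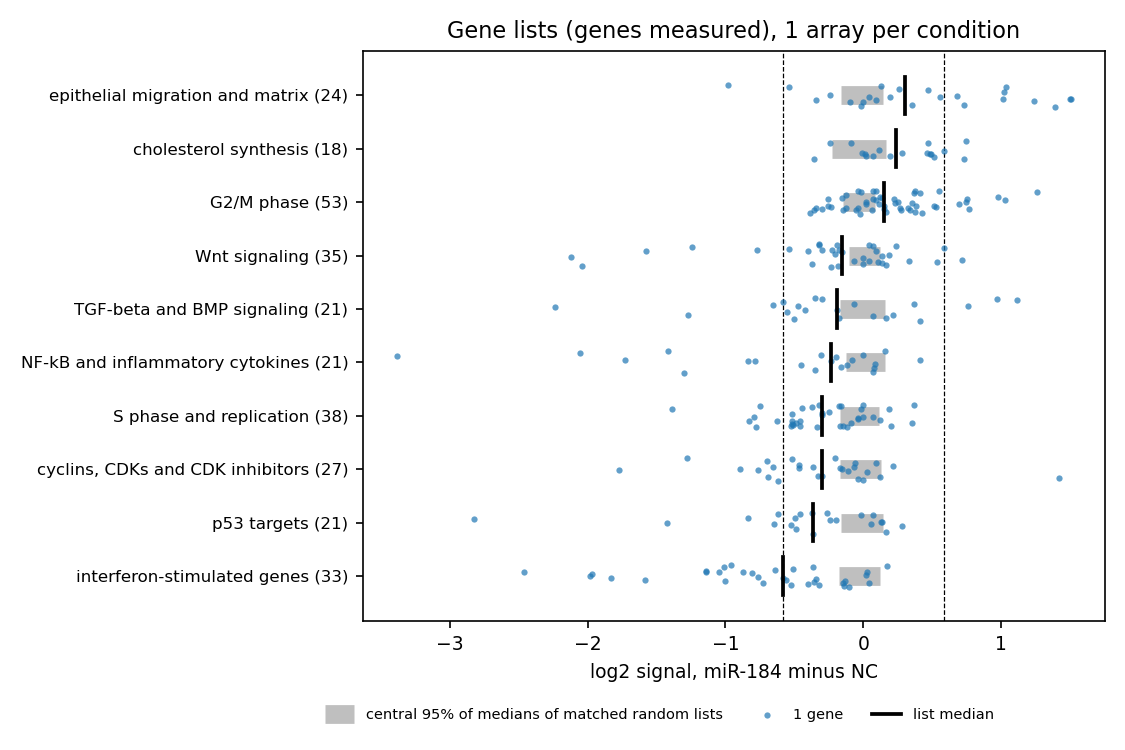
Difference in log2 signal (miR-184 minus NC) of the measured genes of 10 gene lists, with the number of genes in parentheses. These lists are drawn because their medians lay outside the range of matched random lists. Of 29 lists 17 lay inside it, and the lists of miR-184 targets are not drawn. Points are genes, black bars list medians, grey bars the central 95% of the medians of matched random lists and dashed lines 1.5 times lower and higher; the medians run from -0.58 for interferon-stimulated genes to 0.30 for epithelial migration and matrix.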

Since miRNAs mediate biological functions by impeding expression of their target genes in mammals, a total of 901 differentially downregulated genes (Foldchange ≤0.667 and *P* < 0.05) were firstly selected. On the other hand, TargetScan7.1 was conducted for miR-184 target prediction. 

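At the fold change of 0.667 or less, 933 of 22368 genes were lower in the miR-184 array. The *P*-value of the selection was not applied, since 1 array per condition gives none. The lowest ratio was that of *SLC7A5*, the light chain of the LAT1 transporter of large neutral amino acids, whose log2 signal was 9.15 in the miR-184 array and 13.94 in the NC array (27.7 times lower). *ALPG* and *ALPP*, which encode the germ cell and placental alkaline phosphatases, were 14.2 and 13.6 times lower, although probes for these near-identical paralogs may detect both transcripts. The monocyte chemokine *CCL2* was 10.4 times lower (8.52 against 11.90). *RDH10*, which oxidizes retinol on the way to retinoic acid, was 9.15 times lower, and *SEMA5A*, a semaphorin, 9.03 times. *COX8A*, a subunit of cytochrome c oxidase, was 8.40 times lower, *RAB1B*, a GTPase of transport from the endoplasmic reticulum to the Golgi, 7.14 times, and *MDM2* 7.06 times. With *LASP1*, these are the 10 largest falls among genes at or above the median signal when small non-coding RNAs and uncharacterised loci are left out. At a threshold of 2 times, 303 genes were lower and 220 higher. Of 51 genes past 1.5 times that had more than 1 feature, 47 had all features on the same side of 0.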

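Each of the 104 rows of Supplementary Table S2 was located in the deposited values by its 2 signals, to within 0.001 on the log2 scale. The signal column that the table heads "WH" holds the miR-184 array and its "Control" column the NC array, and no row matched with the columns exchanged. The rows carry 103 different symbols, since the histone gene *HIST1H2BJ* stands on 2 rows. All 104 were at least 1.5 times lower in the miR-184 array, with a median difference of -1.02, and 57 were at least 2 times lower. The 13 that were at least 4 times lower included *SLC7A5*, *RAB1B*, *LASP1*, the endothelial lipase gene *LIPG* (-2.51), the dNTP hydrolase gene *SAMHD1*, the peptide transporter gene *SLC15A2* (-2.28) and *CARM1*. The fold change nearest to the threshold was 0.666. The study chose these genes on the same arrays for being lower, so that their direction is not independent evidence. The prediction by TargetScan was not repeated here.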

A total of 104 differentially downregulated genes, which are also putative target genes of miR-184, were then selected for GO enrichment analysis (Supplementary Table S2). Since the wound healing process is under the control of a host of mediators regulating cell proliferation, migration, and differentiation, we focused our attention on those involved in cell proliferation, migration, ionic transport as well as the Wnt signaling pathway (Supplementary Table S3). 

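The 20 genes that Supplementary Table S3 places under cell proliferation had a median difference of -1.02 between the miR-184 and NC arrays, and 11 of them were at least 2 times lower. *LIPG* was 5.70 times lower, and *SEPN1* (now *SELENON*), which encodes a selenoprotein of the endoplasmic reticulum, 4.01 times. *BST2*, which encodes the antiviral membrane protein tetherin, was 3.96 times lower. The 14 genes of migration regulation had a median of -1.04 and 8 were at least 2 times lower, led by *SLC7A5*, the kinase gene *GSK3A* (-2.04), *BST2* and *ID1* (-1.28), an inhibitor of basic helix-loop-helix transcription factors. Of 10 genes of ion transport (median -1.06) 7 were at least 2 times lower. These included *SLC7A5*, *LASP1*, *SLC15A2* and the mechanically gated channel gene *PIEZO1* (-1.10), which the annotation did not name and which was found by its values in Supplementary Table S2. The 6 genes of the Wnt group had a median of -0.90, and *GSK3A* and *DVL3* (-1.24), which transmits Wnt signals from Frizzled receptors, were at least 2 times lower. *PPAP2B* (now *PLPP3*), a lipid phosphatase gene, was 1.96 times lower and *AMOTL2* 1.79 times. All genes of the 4 groups passed the 1.5 times threshold, as did every gene of Supplementary Table S3, because they were taken from genes selected by it. The table holds 93 pairs of a gene and a GO term for 55 genes, and a gene can stand in several groups.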

Figure 4 shows a network of putative miR-184 gene targets based on the GO enrichment analysis. Amongst the functional groupings of these targets, we screened six different representative genes involved with the control of proliferation, migration, ion transport, or transcription groups to validate this analysis. Three genes were identified as direct targets of miR-184: *CDC25A*, required for cell cycle initiation, and *CARM1*, encoded a vital enzyme catalyzing arginine methylation. 

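*LASP1*, which encodes an actin-binding LIM and SH3 domain protein of focal adhesions, had a log2 signal of 8.21 in the miR-184 array and 11.04 in the NC array, a difference of -2.83 (7.11 times lower). Only 1 of the 1118 genes in its band of similar mean signal had a larger fall. *CARM1*, a histone arginine methyltransferase and transcriptional coactivator, was at 6.20 against 8.41, a difference of -2.21 (4.63 times lower), the fifth largest fall among 1119 genes of similar signal. *CDC25A*, the phosphatase that activates cyclin-dependent kinases, was at 5.44 against 6.34. Its difference of -0.90 (1.86 times lower) was smaller than the other 2, and 2.24% of 1118 genes of similar signal fell further. Each gene was measured by 1 feature, and the differences stayed between -2.87 and -2.78 for *LASP1*, -2.25 and -2.17 for *CARM1*, and -0.94 and -0.87 for *CDC25A* under other normalizations of the 2 arrays. Among 9 measured arginine methyltransferases (median -0.13) *CARM1* was the only one past 1.5 times, and *PRMT2* (0.35), *PRMT3* (-0.33) and *PRMT5* (-0.23) came next in size. Supplementary Table S3 lists *CDC25A* under cell proliferation, *CARM1* under cell proliferation, cell differentiation and transcription regulation, and *LASP1* under ion transport. From genes that were both lower on the array and predicted by TargetScan, the paper screened representatives of the functional groups. It states that *CDC25A*, *CARM1* and *LASP1* are direct targets, from reporter assays with intact and mutated 3′-UTR sites. It also reports lower levels of their proteins in HCECs by Western blot.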

Another gene, *LASP1*, has essential roles in cell structure, physiological processes, and cell signaling.

**Fig. 4:**
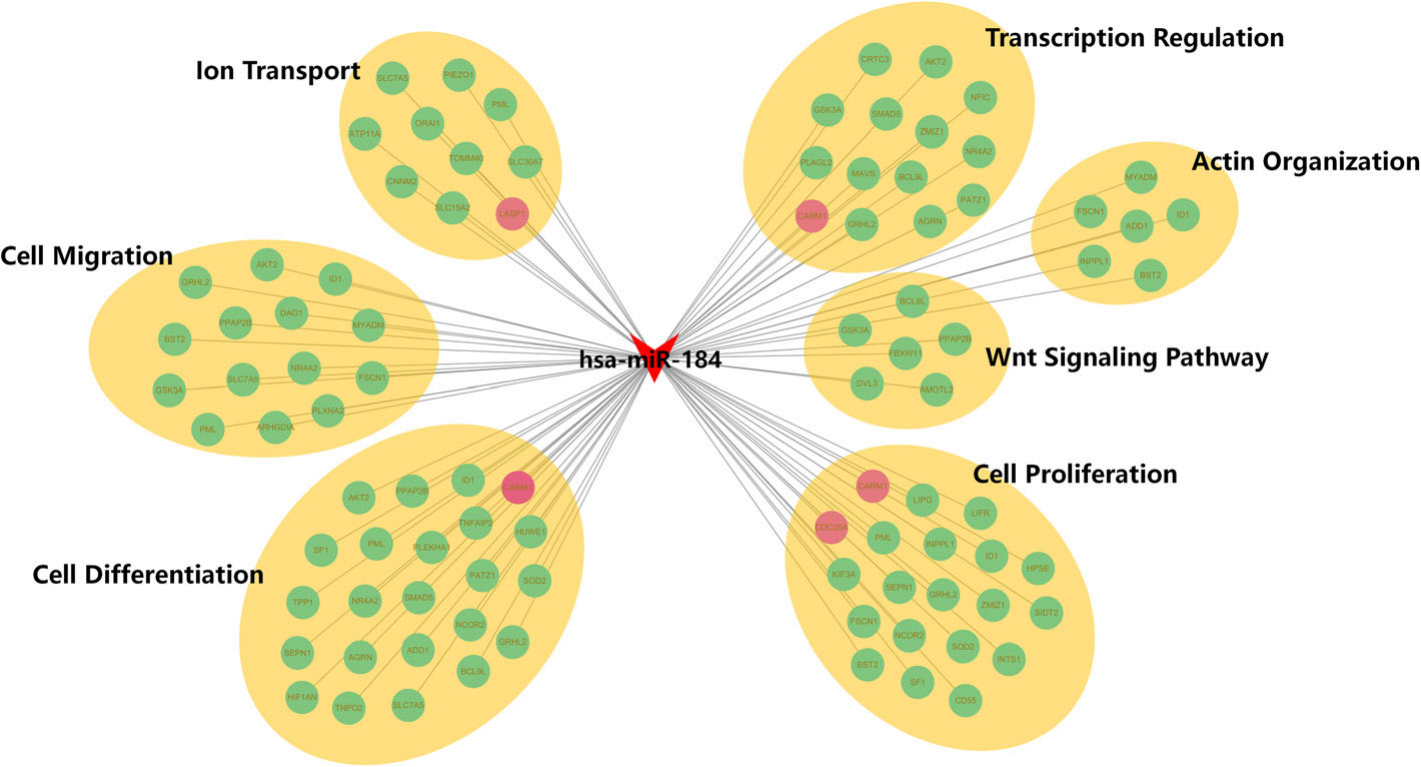
MiR-184 predicted targets and miR-184-target network. Genes that are associated with several GO-terms were chosen to create a network based on a GO enrichment analysis of the predicted target genes for human miR-184. They were also down-regulated in miR-184 transfected human corneal epithelial cells compared with that in the negative control (NC). Red circles represent inserted target genes of miR-184: *CARM1*, *CDC25A*, and *LASP1*

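The 55 genes of Supplementary Table S3 had a median difference of -1.01 between the miR-184 and NC arrays, and 29 of them were at least 2 times lower. The largest group, cell differentiation, held 23 genes (median -0.86), with *SLC7A5*, *CARM1*, *SEPN1* and *TNFAIP2*, a gene induced by TNF, lowest. Of 14 genes of transcription regulation (median -0.94) the lowest after *CARM1* and *GSK3A* were the zinc finger gene *PLAGL2* (-1.31) and *MAVS* (-1.31), the mitochondrial adaptor of antiviral RNA sensing. The 6 genes of actin organization (median -1.13) included *BST2*, *ID1*, the actin-bundling protein gene *FSCN1* (-1.26) and *INPPL1* (-0.99), which encodes the lipid phosphatase SHIP-2. In a wider list of 35 genes of the actin cytoskeleton and focal adhesions, fixed before the deposited values were examined, 5 were lower and 7 higher (median 0.02). In that list *LASP1* had the largest fall, and *TPM4* (2.83 times), *CTTN* (2.79 times) and *MSN* (2.75 times), which encode a tropomyosin, cortactin and moesin, the largest rises. Without its 3 members in Supplementary Table S2, which were chosen for being lower, 2 of 32 genes were lower and 7 higher (median 0.07).

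**Figure D3:**
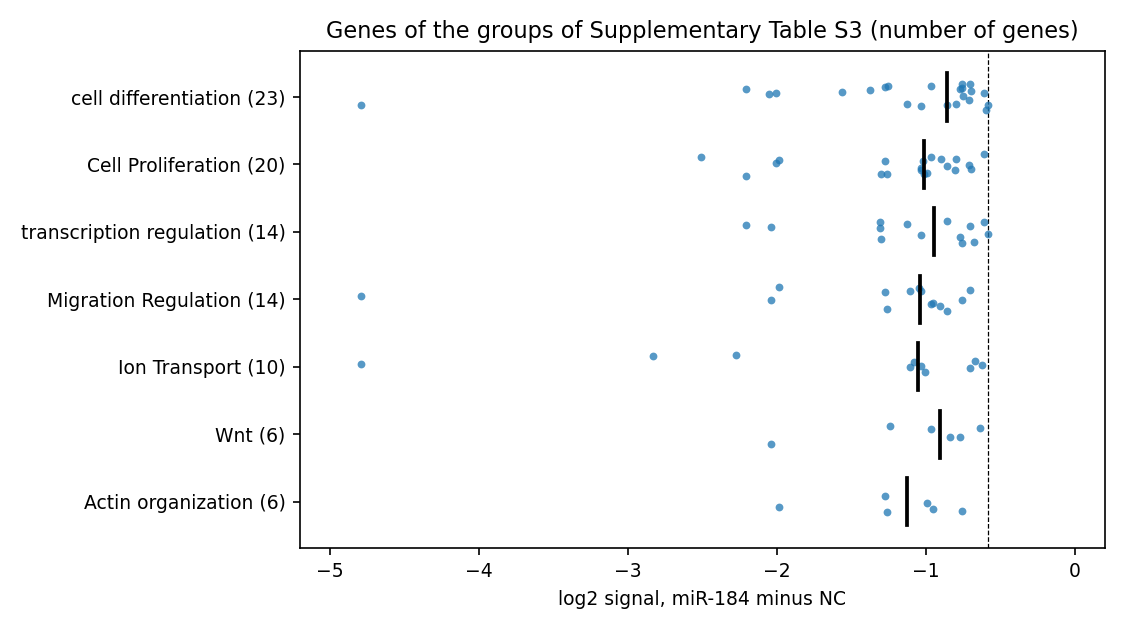
Difference in log2 signal (miR-184 minus NC) of the genes in the 7 functional groups of Supplementary Table S3, with the number of genes in parentheses. Points are genes, black bars group medians and the dashed line 1.5 times lower; every gene lies to its left, and a gene of several groups is drawn in each.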

Bioinformatic analysis was carried out on various complementary sequences in the 3′-UTR of these three genes (Fig. 5a). To determine if these candidate genes are targeted by miR-184, the entire wildtype 3′-UTR of each of the target genes was cloned into a luciferase gene reporter vector, respectively. Subsequently, HEK-293 cells were transfected with the same reporter construct along with either miR-184 or NC. At 24 h post-transfection, the luciferase gene reporter assay results showed that its activity was suppressed with each of the three different mRNA constructs (Fig. 5b). However, single nucleotide substitutions within all of the binding sites in the 3′-UTR mitigated the suppression of the activity caused by interaction with miR-184 (Fig. 5b). To verify the specificity of such interaction of either miR-184 or its NC with their predicted targets, Western Blot analysis evaluated corresponding effects on these gene products. Compared to the NC, ectopic miR-184 expression significantly reduced the levels of CARM1, LASP1, and CDC25A in HCECs (Fig. 5c-d). These results confirm that miR-184 can directly target the *CDC25A*, *CARM1*, and *LASP1* genes through binding to their 3′-UTR.

**Fig. 5:**
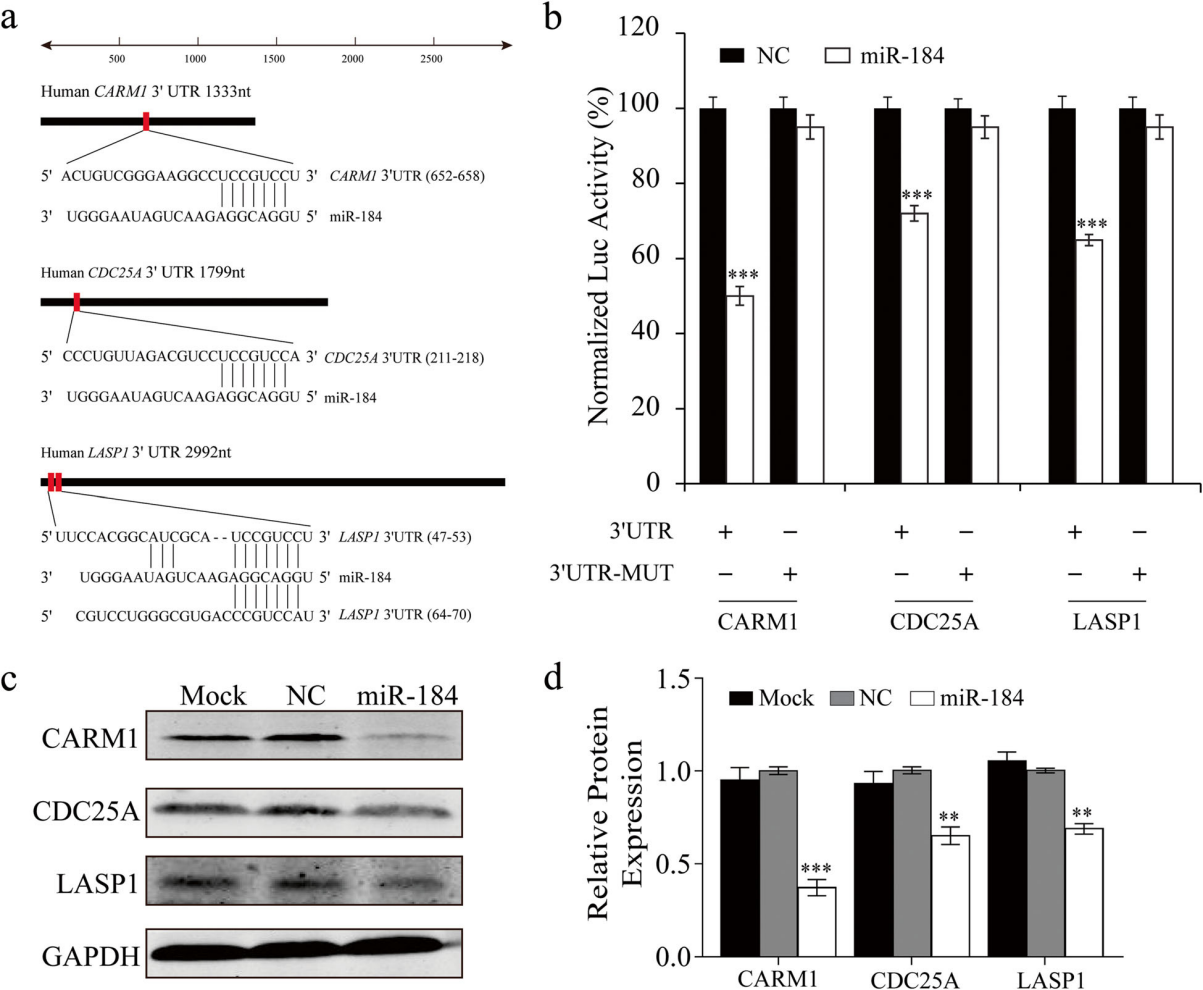
MiR-184 downregulates CARM1, LASP1, and CDC25A expression in HCECs. **a.** Putative miR-184 binding sites in *CARM1*, *LASP1*, and *CDC25A* 3′-UTR. Specific binding sites are shown in bracket pairs next to their gene symbol. Alignment between miR-184 and the predicted miR-184 targets. Their conserved 7-bp seed sequence is shown for miR-184:mRNA pairing. **b.** HEK-293 cells were co-transfected with the expression vectors that were constructed – a pRL-SV40 reporter plasmid and miR-184 mimic or NC. After 24 h, relative luciferase activities were measured. Results are indicated as relative luciferase activity normalized to *Renilla* luciferase activity (*n* = 3/group). **c.** CARM1, LASP1, and CDC25A protein levels determined by Western Blot analysis decreased in HCECs after transfection with miR-184. Ectopic miR-184 expression significantly reduced the levels of CARM1, LASP1, and CDC25A in HCECs compared to the NC. The internal control was GAPDH. **d.** Densitometric Western Blot analysis quantifying the protein expressions of CARM1, LASP1, and CDC25A was performed (*n* = 3/group)

### Downregulation of CARM1 and LASP1 inhibits HCEC proliferation and/or migration

Since *CDC25A*, *LASP1*, and *CARM1* are direct targets of miR-184, we determined whether these targets had similar effects on cell proliferation and migration. As CDC25A is a known regulator of the cell cycle [20], we focused on the cellular function of CARM1 and LASP1 in HCECs. We first used the RNAi technique to knock down the expression of CARM1 and LASP1 in HCECs, and then performed functional analysis. The results shown in Fig. 6a-b indicate that each of these siRNA transfections was effective since their target expression levels decreased significantly. CARM1 downregulation by specific siRNA induced HCEC cell cycle arrest at the G2/M phase (Fig. 6c), consistent with the inhibitory effect of miR-184 transfection on cell cycle progression in HCEC. Furthermore, either LASP1 or CARM1 siRNA transfection both significantly hampered HCEC migration (Fig. 6d-e). Taken together, the underlying mechanism of miR-184 effects on HCEC can be attributed to, at least in part, negative regulation of its targets – *CDC25A*, *CARM1*, and *LASP1*.

**Fig. 6:**
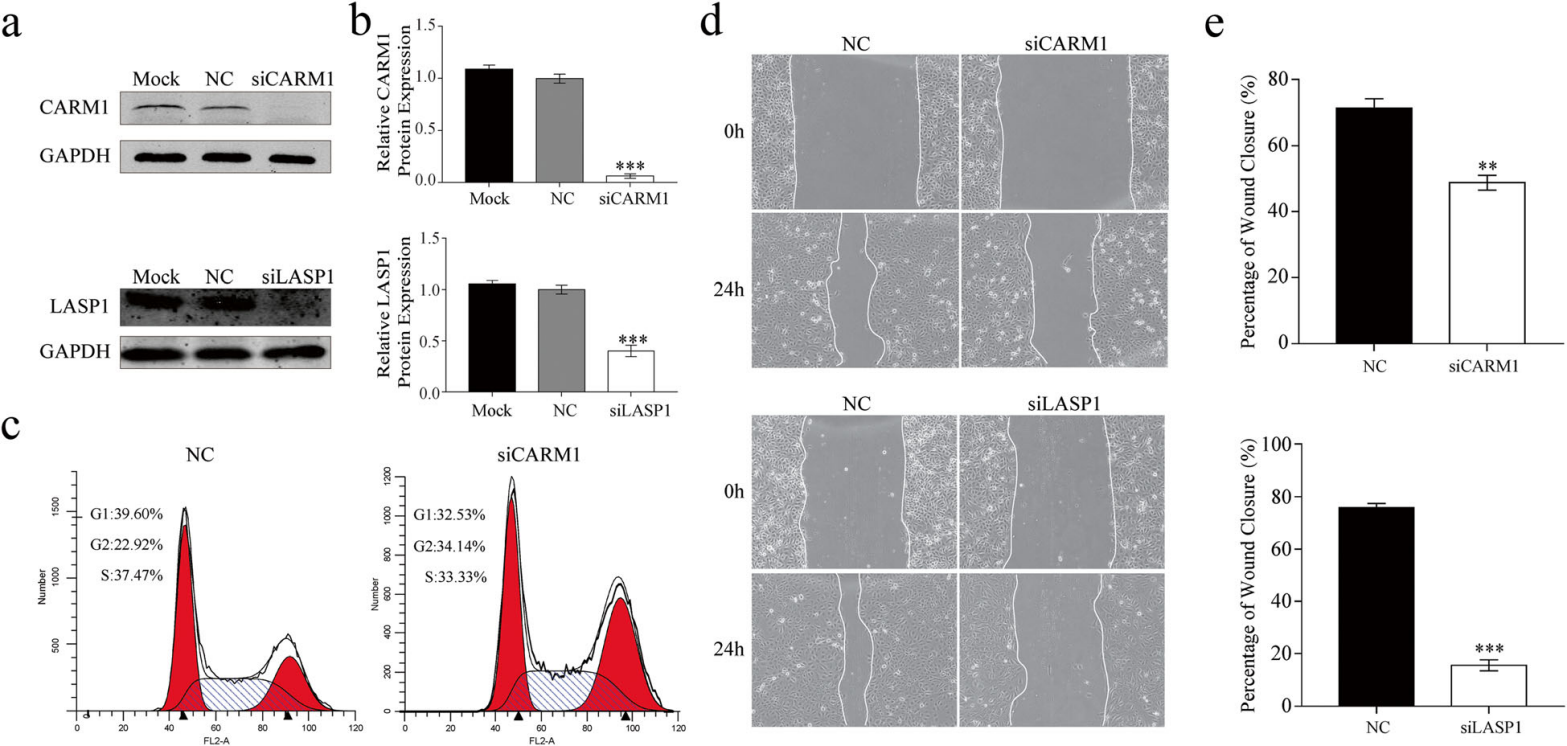
The effects of CARM1 and LASP1 downregulation on human corneal epithelial cell (HCEC) proliferation and migration. **a.** Reductions in CARM1 and LASP1 protein expression levels caused by gene silencing obtained with siRNAs were confirmed by Western Blot analysis. **b.** Densitometric Western Blot analysis showing the difference in protein levels between the negative control (NC)- and the siRNA-transfected groups (*n* = 3/group). **c.** CARM1 knockdown induced G2/M phase arrest in HCECs. HCECs collected at 48 h after transfection with either siCARM1 or NC were stained with PI and analyzed with flow cytometry. **d.** Knockdown of CARM1 or LASP1 inhibited the migration of HCECs. Representative photos of the scratched regions were taken by phase-contrast microscopy. **e.** The percentage of wound closure (%) was quantified by normalizing the healing area to the initial wound area in NC- and the siRNA-transfected groups (*n* = 3/group)

## Discussion

Emerging evidence points to important roles of miRNAs in controlling corneal development and diseases [11, 12]. Our previous study on miRNA expression signatures, using NanoString nCounter technology, indicated that miR-204 and miR-184 were the most dramatically downregulated miRNAs during the CEWH process in mice [12]. The dramatic decline in miR-184 expression was noteworthy because it is one of the most abundant corneal epithelial miRNAs; however, neither its precise function nor its mode of action in this process was clear. Besides acting as an antagomir for miR-205, other studies indicated that miR-184 mediates the control of specific gene expression through direct binding to the complementary sequence at 3′-UTRs and affecting translation of genes involved in controlling lineage specification, severe keratoconus and cataract formation as well as angiostasis and glycogen storage [11, 15, 21]. Even though the aforementioned results showed that miR-184 is an essential regulator of corneal epithelial functions, neither the signaling pathways nor its gene targets mediating control of CEWH were known. We validated altered miR-184 expression in the murine CEWH process. Furthermore, we provided convincing evidence to show that a miR-184 expression level decline is requisite for CEWH based on showing that miR-184 ectopic injection significantly delayed this process in vivo. Nevertheless, the underlying mechanism regulating miR-184 expression in wound repair is still unclear. Studies have shown that DNA methylation is involved in regulating miR-184 expression [22–24]. On the other hand, our previous study demonstrated that DNA hypermethylation is responsible for miR-200a downregulation during CEWH [25]. Whether DNA methylation contributes to miR-184 silencing during this process is an interesting topic and warrant further investigation.

The common and high level of miR-184 expression in ocular and cancerous tissues is consistent with its involvement in controlling a host of variable essential cell functions. In squamous carcinoma cells, miR-184 acts as an antagomir of miR-205 and thereby suppresses increases in proliferation induced by miR-205 through suppressing its maintenance of SHIP-2 levels [17]. Similarly, our results indicate that miR-184 negatively regulated the wound healing process through inhibition of corneal epithelial cell proliferation and migration. On the other hand, miR-184 has been found to promote the proliferation of neural stem cells [22] and the migration of epidermal keratinocytes [26]. Therefore, miR-184 acts as an oncogenic modulator in tongue squamous cell carcinoma cell lines [27], which is different from its negative effects on *Drosophila* germline cell proliferation [28] or some other human tumor cells [29]. Even though it was reported that miR-184 was unrelated to S-phase progression in the cell cycle in the murine wound healing process [18], our data showed that miR-184 overexpression reduced HCEC proliferation by cell cycle arrest at the G2/M phase. Such differences indicate a diverse tissue-specific role of miR-184 in controlling cell cycle progression. Besides cell proliferation and migration, differentiation is critical during CEWH [1, 3]. However, it is technically challenging to decipher the role of miR-184 in the differentiation process using primary limbal stem cells. In this study, we focus on miR-184 regulation of cell proliferation and migration as a first step. We intend to explore the involvement of miR-184 in differentiation in future research.

A handful of different genes have been verified as miR-184 targets, including *AKT2*, *BCL2*, *EZR*, *c-MYC*, *FIH1*, *Numbl*, *AGO2*, *PPAP2B*, *PDGF-b*, and *FOG2* [16, 30, 31]. We also identified hundreds of other putative miR-184 target genes based on the results of in silico analysis, which are also down-regulated genes by miR-184 overexpression in HCECs. This constellation includes a total of 104 genes that were used to develop a distinct miR-184-target network, comprised of representative functional GO terms such as Wnt signaling pathway, cell proliferation, differentiation, migration, ion transport as well as transcription regulation. 

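Apart from the 55 genes that Supplementary Table S3 also lists, Supplementary Table S2 holds 49 rows for 48 genes. These rows had a median difference of -1.07 between the miR-184 and NC arrays, and 28 of them were at least 2 times lower. *RAB1B* (10.40 against 13.23 on the log2 scale) and *SAMHD1* (11.37 against 13.83) were among the 5 that were at least 4 times lower. The glycine transporter gene *SLC6A9* (-1.20) and the phosphoinositide phosphatase gene *INPP4A* (-0.76) belonged to the same rows. Of the 933 genes at least 1.5 times lower, 95 were in Supplementary Table S2 by symbol, with a median difference of -1.02. The other 838 had a median of -0.81, and 7 of the 10 largest falls were among them, such as *ALPP*, *CCL2* and *RDH10*, which says nothing on whether they are direct targets. How many of the 838 are predicted targets was not analysed here.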

Although analytical methods are insufficient in establishing the reliability and validity of their involvement in controlling cellular homeostasis, in vivo functional analysis can clarify their contribution to this process. Our data further confirmed that *CDC25A*, *CARM1*, and *LASP1* are bona fide targets of miR-184. These findings provide valuable information for further investigation into identifying the molecular mechanism of miR-184 regulation in epithelial wound healing.

MiR-184 can inhibit cell proliferation and invasiveness via targeting *CDC25A* in small lung cell carcinoma [20]. *CARM1*, encoded an essential protein arginine methyltransferase mediating arginine methylation, was experimentally validated as one direct target of miR-184. Here, the effect of CARM1 was shown on reducing cell cycle arrest at the G2/M phase and promoting migration, which is consistent with the opposing effects of miR-184 on these responses in HCECs. *LASP1* is another identified miR-184 gene target that has essential roles in controlling cell structure, physiological processes, and cell signaling. LASP1 downregulation delays HCEC migration, indicating cytoskeletal architecture involvement in miR-184 mediated biological processes. However, a more definitive accounting of the role of miR-184 in mouse corneal epithelial renewal in vivo requires additional clarification.

Current evidence has demonstrated that specific inhibition of a candidate miRNA can be achieved through antisense oligonucleotides or sponge RNA molecules [32]. This makes it possible to develop therapeutic avenues by targeting candidate miRNAs [33]. For example, using an antisense oligonucleotide blocking miR-122 showed a potent anti-HCV (hepatitis C virus) effect in clinical trials [34]. A recent study revealed that a chemically modified miR-92a inhibitor enhances angiogenesis and cutaneous wound healing [35]. Therefore, targeting miR-184 by an antisense inhibitor may be a promising avenue for promoting CEWH in the future.

## Conclusions

In conclusion, we showed that miR-184 is a critical negative regulator in CEWH, both in vivo and in vitro. We also showed there is a reciprocal relationship between increases in miR-184 expression levels and declines in migratory and proliferative activity in corneal epithelial cells. We further reveal that miR-184 target genes include *CDC25A*, *CARM1*, and *LASP1*, are essential for controlling cell proliferation and migration. Therefore, our study indicates that miR-184 can serve as a biomarker of CEWH progression and it is a potential drug target in the treatment of this process.

## Supplementary information

**Additional file 1 Supplementary Table S1.** siRNA sequences of CDC25A, LASP1, CARM1, and negative control.

**Additional file 2 Supplementary Table S2.** GO enrichment analysis of 104 differentially downregulated genes, which are also putative target genes of miR-184.

**Additional file 3 Supplementary Table S3.** A list of 93 GO terms of interest.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files.

## Abbreviations

miRNA: MicroRNA;
CEWH: Corneal epithelial wound healing
HCEC: Human corneal epithelial cell
MTS: 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl) -2-(4-sulfophenyl)-2H-tetrazolium, inner salt
PEI: Polyethyleneimine
EGF: Epidermal growth factor
NC: Negative control
RT-qPCR: Quantitative RT-PCR
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
PI: Propidium iodide
GO: Gene Ontology
d: Day

How the deposited data were processed for this re-analysis (not part of the article)

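HCECs, a human corneal epithelial cell line, were transfected with 50 nM miR-184 mimic or NC and profiled at 48 h, with 1 array per condition. According to the methods, the authors hybridised total RNA to the Affymetrix Human Transcriptome Array 2.0, analysed the data with Command Console at default settings and normalized them with Expression Console, and Supplementary Table S2 names robust multi-array averaging at gene level. The deposited values are log2 signals per feature, on a scale with an upper limit that 20 features reached in each array. The sample labels describe an Agilent 1-colour protocol and the submitters' processing notes name Agilent Feature Extraction 9.1. The feature identifiers are those of the Affymetrix array, and all 104 rows of Supplementary Table S2 were found among the values. The genome build of the array's annotation is not given in the sources used here, so no coordinates are printed.

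Features were named through the platform annotation, updated by gene identifier to the symbols of the GRCh38.p14 RefSeq annotation (303 symbols changed). Of 22368 genes, 22365 had a symbol in that annotation. A feature with several symbols named no gene. For this reason *AGO2*, which the paper names as a target, has no value here. The difference of the log2 signals, miR-184 minus NC, was taken for each gene, and the fold change is 2 to that power. Genes were counted at a fold change of 0.667 or less, as in the paper, and at the mirror of that value. No test was made and no *P*-value is given, because neither condition has a replicate. The arrays' number limits the precision, and no interval can be given for a gene.

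The 29 gene lists were fixed before the deposited values were examined, but after Supplementary Table S2 had been seen. The median difference of a list was placed among the medians of 10000 random lists with as many genes in each of 20 bins of the mean signal, and lists below the 2.5th or above the 97.5th percentile are described as apart from the rest. In this way 9 lists were lower, 3 higher and 17 between. The lower lists of known targets and of Wnt signaling did not stay so without their members in Supplementary Table S2, an alternative added after the data had been examined. The genes named are those the paper names as targets, the 10 largest falls and the 10 largest rises among genes at or above the median signal (non-coding small RNA, LOC, LINC and clone names left out), and up to 4 genes with the largest differences in each list and in each group of Supplementary Table S3. This rule was written at the same time, with the values of Supplementary Table S2 already seen. The lists of microRNA machinery (10 of 15 genes measured) and housekeeping genes (10 of 15) are thinly covered, since other members had a feature with several symbols or none that was named.

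The alternatives were centring the differences on their median, quantile normalization, removal of the trend with signal by loess (span 0.3), only genes at or above the median signal, the mean of all features of a gene, a threshold of 2 times, all features in place of genes, and random lists without matching. Removal of a trend with gene length was added after the data had been examined, for the 90.5% of genes with a known length. A test of genes with the seed site in the 3′-UTR had been planned and was not run, since no 3′-UTR sequence was used here. The steps were also tested on simulated data, in which the NC values of 22368 genes were kept. The miR-184 values were drawn around them with independent normal noise of the spread of the real differences. Lowered genes were placed among those at or above the median signal. That spread is not one of replicates and holds any effect of miR-184 or of the culture, and the noise gives genes no co-regulation. The rates that follow describe the steps and not the error of the real calls or lists. The 1.5 times threshold took 87 of 100 genes lowered by 1 on the log2 scale, 98 of 100 lowered by 2, and 1.88% of 22138 unchanged genes. A list of 30 genes shifted by -0.4 came out below all random lists, and 11 of 200 unchanged lists, compared with fewer random lists than the real ones, fell outside the central 95%. A simulated trend with signal was reduced from 0.304 to 0.00738 in the bin where it was largest. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.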

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

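The paper states that genes went up as well as down, but it gives no list or count of those that were higher in the miR-184 array, which is why the values of the next paragraph are given. The tests of a trend with signal and of a trend with gene length were chosen after the results had been seen, and the target genes of YAP and TAZ and the histone genes were chosen as tests after the patterns they bear on had been seen.

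Of 22368 genes, 837 were at least 1.5 times higher in the miR-184 array. Among genes at or above the median signal, small non-coding RNAs and uncharacterised loci left out, the 10 largest log2 differences were those of *NT5E* (3.89), *ANKRD1* (2.83), *MICAL2* (2.63), *SERPINA3* (2.42), *GANAB* (2.40), *SRPX2* (2.22), *NT5DC3* (2.18), *DCBLD2* (2.11), *RUNX1-IT1* (2.10), a transcript from an intron of *RUNX1*, and the kinesin gene *KIF1C* (2.09). The 3 lists with a median above that of the random lists were epithelial migration and matrix (0.30), cholesterol synthesis (0.24) and G2/M phase (0.15).

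The median of the genes of epithelial migration and matrix was shifted upwards, with 9 of 24 at least 1.5 times higher, 1 lower and 14 between. The paper reports slower migration of these cells in a scratch assay in serum-free medium. Its methods name neither a scratch nor that medium for the array cultures, and the arrays measure RNA. The list median was 0.30, and the trend of the difference with signal level was -0.029 at the signal of its genes. That is no separate check, since the random lists were already matched on signal. After removal of a trend with gene length the median was 0.34, above all 10000 matched random lists. Activity of the co-activators YAP and TAZ is a hypothesis raised by *ANKRD1* and *NT5E*, and 14 of their target genes outside the lists and genes already looked at had a median of -0.16, at the 8.37th percentile of matched random lists (*CCN1*, a member of another list, was left out after a first result had been seen). By the bound set beforehand this speaks against YAP and TAZ, but the question is left undecided because 9 of these genes lay below 0 and 5 above with an SD of 0.54, a judgement made after the value was seen. An effect of the single culture behind each array stays open.

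The median of S phase genes was shifted downwards (6 of 38 at least 1.5 times lower) and that of G2/M genes upwards (7 of 53 higher). The gap between the medians was 0.45, and most genes of both lists were not past the threshold. Of the G2/M genes 16 lay below 0, such as *PLK1* (-0.34) and *CCNB1* (-0.06), and 37 above. The paper reports more cells in G2/M by flow cytometry after transfection with miR-184. The trend with signal at the genes of the lists gave a gap of -0.0012, which is no separate check, since the random lists were already matched on signal. After removal of the trend with gene length the gap was 0.43, above those of all 10000 pairs of matched random lists. This argues against the trend with gene length as the whole cause. A smaller share of cells in S phase is a biological hypothesis. It predicts lower replication-dependent histone transcripts, and 29 such genes outside Supplementary Table S2 had a median of -0.65, with 18 at least 1.5 times lower and none higher. By family the medians were -0.91 for 5 H1, -0.68 for 9 H2A and -0.51 for 13 H2B genes. The 2 H4 genes had a median of -0.25, inside the range of random lists, and no H3 gene was among the 29. The 16 of the 29 outside the H2B family, which Supplementary Table S2 holds members of, had a median of -0.67. Probes shared with those members are therefore an unlikely source of the whole fall. The lower H2B genes of Supplementary Table S2 had been seen before this test, so its outcome was partly foreseeable. An effect of the single culture behind each array stays open for this pattern too.

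Of 33 interferon-stimulated genes 17 were at least 1.5 times lower and none higher, with a list median of -0.58. The median was -0.56 for the 31 genes outside Supplementary Table S2. The trend with signal was -0.028 at the signal of the 33 genes. That is no separate check, since the random lists were already matched on signal. An interferon response to NC, which would raise these genes in the NC array, was not tested and stays open beside an effect of miR-184, because untransfected cells were not analysed here. An effect of the single culture behind each array stays open too. The *MAVS* transcript, which encodes an adaptor upstream of interferon, is among the genes of Supplementary Table S2, but its part in this was not tested.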

How the results depend on the processing

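Under the alternatives, 1 result past its threshold had the opposite sign. The list of endothelial markers had a median of 0.09, inside the range of random lists, and of -0.74 among genes at or above the median signal, below that range, where the filter left only 2 of its 8 genes. All 12 values of *CDC25A*, *CARM1* and *LASP1* under the alternatives moved by less than 0.20, the SD of the differences among genes below the median signal, and so did 658 of 661 values of 135 other named genes. The 3 exceptions were *EZR*, 0.24 after quantile normalization, and *CD44* (1.67) and *MICAL2* (1.90) with all features averaged. Smaller moves ended the call at 1.5 times for *CD14* (0.55 centred, 0.53 after quantile normalization, 0.52 with the trend with signal removed), *SQLE* (0.54) and *HK1* (0.58) when centred, and *B2M* (-0.50) after quantile normalization. *GUSB* (-0.61) and *PDIA4* (-0.61) passed when centred and *INSIG2* (0.61) after quantile normalization. Of 189 values of the 29 lists, 181 kept their side of the random lists, which is no test of the conditions. The list of PI3K and AKT signaling (-0.19, inside the range of random lists) moved below the 2.5th percentile after quantile normalization (-0.21), after removal of the trend with signal (-0.21) and against random lists not matched on signal (-0.19), and so did that of autophagy and lysosome genes (-0.14) against unmatched lists. Genes of TGF-beta and BMP signaling (-0.19) moved inside the range with 18 genes at or above the median signal (-0.13). The cause was not tested. Without the members that Supplementary Table S2 holds, an alternative added after the data had been examined, the known targets of miR-184 (-0.077 for 6 genes) and Wnt signaling (-0.034 for 32 genes) moved inside the range. PI3K and AKT signaling stayed inside it in that alternative, with a median of -0.061 for 14 genes. The count of 933 lower genes lay between 867 and 1079, and that of 837 higher genes between 699 and 911, under the other normalizations, the filter on low signals and the mean of features. The balance turned over, with 1079 lower and 706 higher when centred but 867 lower and 911 higher after quantile normalization. A threshold of 2 times gave 303 lower and 220 higher genes, 57 rows of Supplementary Table S2, and in its groups 11 genes of cell proliferation, 8 of migration regulation, 2 of Wnt, 10 of cell differentiation, 7 of transcription regulation and 3 of actin organization. These are fewer by construction. All features, named or not, gave 2711 lower and 2688 higher. No paired analysis was possible because each condition has 1 array. The comparison of genes with and without the seed site in the 3′-UTR, with its alternatives, was not run, because no 3′-UTR sequence was used here. The spread between cultures is unknown with 1 array per condition.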

Differences from the paper's values

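The paper describes Supplementary Table S3 as 93 GO terms of interest. The table holds 93 rows that each pair a gene with a term, and these name 57 different terms. No alternative set before the data were examined bears on this count.

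The paper's 901 downregulated genes compare with 933 here at its fold change and without its *P*-value, and with 903 after removal of the trend with signal, the setting closest to it. The other normalizations, the filter on low signals and the mean of features also stay within 1.5 times of the paper's number. A threshold of 2 times (303) and all features, named or not (2711), do not. The paper's text states a two-tailed Student's test for the study in general and does not state how many arrays were used per condition.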

Other observations

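Of the genes that the paper lists from other studies as verified targets of miR-184, 9 were measured on these arrays, with a median difference of -0.39. *HIF1AN*, which encodes the asparagine hydroxylase that restrains HIF, was 2.59 times lower in the miR-184 array (6.65 against 8.02 on the log2 scale), *PLPP3* 1.96 times and *AKT2* 1.69 times, and these are the members that Supplementary Table S2 holds. Their direction there is not independent, since that table was chosen for it. The other 6 had a median of -0.077, inside the range of matched random lists. The same selection applies to the list of *CDC25A*, *CARM1* and *LASP1* (median -2.21). *MYC* (-0.46), *PDGFB* (-0.39) and *BCL2* (-0.16) did not pass 1.5 times, and neither did *EZR* (0.03), *NUMBL* (0.01) and *ZFPM2* (0.13). The arrays measure RNA, while the paper states that a microRNA can also act by ending translation. A missing fall here therefore does not speak against a target. *BCL2* and *ZFPM2* were below the median signal of all genes in both arrays.

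In other lists fixed before the deposited values were examined, the medians were inside the range of the matched random lists on the values as deposited. Of 27 genes of the amino acid response, 4 were lower and 3 higher (median 0.06), with the transporter subunits *SLC7A5* and *SLC3A2* (-0.87) lower and the cystine transporter gene *SLC7A11* (1.82) higher. Without the 3 members that Supplementary Table S2 holds, 1 of 24 was lower and 3 were higher (median 0.13, inside the range). Of 18 genes of PI3K and AKT signaling, 6 were lower and none higher (median -0.19), with *GSK3A*, *INPPL1*, *INPP4A* and *AKT2* at the front, which are all in Supplementary Table S2. This list lay inside the range of the random lists, but below it after quantile normalization, after removal of the trend with signal and against lists not matched on signal. The 14 members outside Supplementary Table S2 had a median of -0.061, at the 30.64th percentile of matched random lists, with 2 lower. Of 16 genes of the unfolded protein response 3 were lower, such as *SEC61B* (-1.67) and *HYOU1* (-1.20), with a median of 0.01. Among 16 hypoxia genes 3 were higher (median 0.06), with *P4HA2* (1.06) and *LOX* (0.86) highest, and of 18 genes of glycolysis 1, *HK1* (0.62), was higher (median -0.05), though not after centring. Of 30 markers of corneal and simple epithelium 6 were lower and 2 higher (median -0.02). *GRHL3* (-1.17) and *KRT19* (-0.92) were lower and *KRT5* (0.88) higher. The members *PAX6* (3.54 against 3.48), *KRT3* (3.82 against 3.81) and *KRT12* (3.44 against 3.55) were below the median signal of all genes in both arrays. So were *ALDH3A1*, *KRT14* and *KRT15*, and the list median says little about such members. Others, such as *KRT8* (16.3 against 16.2), were far above it. Of 22 genes of squamous differentiation 5 were lower and 4 higher (median -0.01), with the calcium-binding protein gene *S100A9* (1.07) and the mucin gene *MUC16* (0.98) higher and *TGM1* (-0.92) lower.

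Markers of other cell types had median differences of 0.05 for 14 stromal genes, -0.01 for 6 melanocyte genes and 0.06 for 9 immune cell genes. For 8 endothelial genes it was 0.09 (below the random lists with the 2 genes at or above the median signal). Many of these markers were below the median signal of all genes in both arrays, such as *VIM*, *PECAM1*, *MLANA* and *PTPRC*. Their differences carry little information. Others, such as *CD68* (7.63 against 7.62), were above it. The members past 1.5 times were the fibroblast protease gene *FAP* (1.06), the endothelial cadherin gene *CDH5* (-1.42) and *CD14* (0.59). *CD14*, with both signals below the median of all genes, did not pass after centring, quantile normalization or removal of the trend with signal. Of 19 autophagy and lysosome genes 3 were lower and 2 higher (median -0.14, below the random lists when these were not matched on signal), with *TPP1* at -1.25. Of 17 apoptosis regulators 1 was lower, *BMF* (-0.66; list median -0.08). Among 10 measured genes of the microRNA machinery none passed 1.5 times (median -0.03), and of 10 housekeeping genes 1 was lower, *B2M* (-0.67; list median -0.12), though not after quantile normalization.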
